# Involvement of ceramide biosynthesis in increased extracellular vesicle release in *Pkd1* knock out cells

**DOI:** 10.3389/fendo.2022.1005639

**Published:** 2022-10-10

**Authors:** Valentina Carotti, Jenny van der Wijst, Eric H. J. Verschuren, Luco Rutten, Nico Sommerdijk, Charlotte Kaffa, Vera Sommers, Juan P. Rigalli, Joost G. J. Hoenderop

**Keywords:** Autosomal Dominant Polycistic Kidney Disease, ADPKD, exosomes, extracellular vesicles, purinergic signaling, extracellular ATP

## Abstract

Autosomal Dominant Polycystic Kidney Disease (ADPKD) is an inherited disorder characterized by the development of renal cysts, which frequently leads to renal failure. Hypertension and other cardiovascular symptoms contribute to the high morbidity and mortality of the disease. ADPKD is caused by mutations in the *PKD1* gene or, less frequently, in the *PKD2* gene. The disease onset and progression are highly variable between patients, whereby the underlying mechanisms are not fully elucidated. Recently, a role of extracellular vesicles (EVs) in the progression of ADPKD has been postulated. However, the mechanisms stimulating EV release in ADPKD have not been addressed and the participation of the distal nephron segments is still uninvestigated. Here, we studied the effect of *Pkd1* deficiency on EV release in wild type and *Pkd1^-/-^* mDCT15 and mIMCD3 cells as models of the distal convoluted tubule (DCT) and inner medullary collecting duct (IMCD), respectively. By using nanoparticle tracking analysis, we observed a significant increase in EV release in *Pkd1^-/-^* mDCT15 and mIMCD3 cells, with respect to the wild type cells. The molecular mechanisms leading to the changes in EV release were further investigated in mDCT15 cells through RNA sequencing and qPCR studies. Specifically, we assessed the relevance of purinergic signaling and ceramide biosynthesis enzymes. *Pkd1^-/-^* mDCT15 cells showed a clear upregulation of *P2rx7* expression compared to wild type cells. Depletion of extracellular ATP by apyrase (ecto-nucleotidase) inhibited EV release only in wild type cells, suggesting an exacerbated signaling of the extracellular ATP/P2X7 pathway in *Pkd1^-/-^* cells. In addition, we identified a significant up-regulation of the ceramide biosynthesis enzymes *CerS6* and *Smpd3* in *Pkd1^-/-^* cells. Altogether, our findings suggest the involvement of the DCT in the EV-mediated ADPKD progression and points to the induction of ceramide biosynthesis as an underlying molecular mechanism. Further studies should be performed to investigate whether *CerS6* and *Smpd3* can be used as biomarkers of ADPKD onset, progression or severity.

## Introduction

Autosomal Dominant Polycystic Kidney Disease (ADPKD) is a multisystemic disorder characterized by the progressive bilateral development of renal cysts, which ultimately leads to end-stage renal disease (1, 2). The main cause of ADPKD are mutations in the *PKD1* gene, which encodes the protein polycystin-1 (PC1). ADPKD represents the main genetic cause of kidney failure worldwide (3). Hypertension and the consequent development of cardiovascular abnormalities contribute significantly to ADPKD morbidity and mortality (4). The onset of hypertension, mainly due to the activation of the renin-angiotensin-aldosterone system takes place in ADPKD patients even before the development of kidney symptoms (4–6).

Besides the presence of mutations in the *PKD1* gene or, eventually, in the *PKD2* gene, the onset and progression of ADPKD is associated with the activation of multiple cellular pathways that ultimately affect cellular proliferation and apoptosis, fluid secretion, inflammation and ciliary function. Several studies demonstrated the involvement of extracellular ATP and purinergic signaling in cyst development, as reviewed recently (7, 8). Extracellular ATP is released by the cyst-lining epithelium and accumulates in the cystic fluid (9–11), where it activates two groups of purinergic receptors, the ionotropic P2X receptors and the G-protein-coupled P2Y receptors (12). The expression of purinergic receptors (as for example P2X7) ﻿ (13) as well as ectonucleotidases such as CD39 is dysregulated in the context of ADPKD (14). P2X7 contribution to cyst development has been observed in different mouse models of PKD (15, 16). Similar findings were described in zebrafish (17, 18). However, the exact molecular and, especially, cellular mechanisms leading to the development of renal cysts and their focal nature are still not fully elucidated. Moreover, the age of onset of ADPKD can strongly differ between patients (19). So far, no biomarkers able to predict ADPKD onset and progression are available.

Extracellular vesicles (EVs) represent a heterogenous family of lipid vesicles carrying several cellular components (e.g., lipids, nucleic acids, proteins), which play an essential role in cell-to-cell communication. In the kidney, EVs have been shown to mediate proximal-to-distal communication and, in this way, regulate electrolyte transport (20). EVs comprise microvesicles and exosomes, which arise from the outward budding of the plasma membrane as well as from the endosomal compartment, respectively (21). The modulation of the EV release by purinergic signaling has been observed in several cell and animal models. Particularly, the activation of P2X7 leads to an increase in EV biogenesis, as demonstrated, for example, in macrophages (22), microglia (23), astrocytes (24) and cancer cells (25). So far, the association between purinergic signaling and EV release in the kidney has been minimally investigated. Furthermore, EV release is shown to depend on intracellular ceramide levels (26). Ceramide species can be generated *de novo* in a process catalyzed by ceramide synthase enzymes such as CERS6 as well as *via* the hydrolysis of the membrane lipid sphingomyelin, a reaction catalyzed by sphingomyelinases (18).

The disruption of the *Pkd1* gene has been associated with an increase in the EV release in mouse inner medullary collecting duct cells (mIMCD3) (27). In addition, Ding et al. described an increase in urinary EVs in ADPKD patients and studied the role of EVs in the development of the cystic phenotype *in vitro* and *in vivo* (28). Nevertheless, the molecular mechanisms leading to this increase in the EV release is not fully understood. To further elucidate the role of EVs in ADPKD development in the distal segments of the nephron, we evaluated the EV release in wild type and *Pkd1* knockout *(Pkd1^-/-^)* mouse distal convoluted tubule (mDCT15) and mIMCD3 cells, as well in an *in vivo* murine model of ADPKD. Furthermore, we investigated the effect of *Pkd1* deficiency in mDCT15 cells in relation to EV release, with a focus on the possible role of extracellular ATP and purinergic signaling as well as the modulation of ceramide biosynthesis in *Pkd1^-/-^* cells.

## Materials and methods

### Cell culture

mDCT15 cells were a kind gift from Dr. Robert Hoover (Emory University, Atlanta, USA) (29). The *Pkd1* ^-/-^ mDCT15 cells were generated by CrisprCas9 gene editing as previously described (30). The mIMCD3 cells (wild type and *Pkd1* ^-/-^) were a kind gift from Dr. Dorien Peters (Leiden University Medical Center, Leiden, the Netherlands) (31).

Wild type and *Pkd1* ^-/-^ mDCT15 cells were cultured in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F12 Ham (DMEM/F12; Life Technologies, Carlsbad, USA) supplemented with 5% (v/v) fetal bovine serum (FBS) and 1% (v/v) penicillin-streptomycin. Wild type and *Pkd1* ^-/-^ mIMCD3 cells were cultured in DMEM-F12 (Sigma Aldrich, Burlington, USA) supplemented with 10% (v/v) FBS, 1 mM sodium pyruvate and 1% (v/v) penicillin-streptomycin. All cell lines were cultured at 37 °C in an incubator with 5% (v/v) CO_2_ and humidified atmosphere, trypsinized and passaged every 3-4 days.

### EV isolation from cell culture by ultracentrifugation

EVs from the culture medium of wild type and *Pkd1^-/-^* mDCT15 and mIMCD3 cells were isolated by ultracentrifugation as described previously (20, 32). Briefly, cells were plated in 8 T-175 flasks (1.2x10^6^ cells/flask for mDCT15 cells and 1.4x10^6^ cells/flask for mIMCD3 cells). After 24 hours, cells were washed with phosphate buffered saline (PBS) and cultured for further 24 hours in FBS-depleted medium (20 mL/flask). Afterwards, the medium (i.e., conditioned medium) was collected and centrifuged 15 minutes at 300 g. The supernatant was further centrifuged 30 minutes at 2,000 g. The resulting supernatant was then ultracentrifuged for 45 minutes at 12,000 g and filtered with a Ministart® 0.22 μm syringe filter (Sartorius, Göttingen, Germany). Finally, EVs were pelleted by ultracentrifugation at 108,000 g for 75 minutes, resuspended in EV-free PBS and centrifuged again at 108,000 g for 65 minutes. The EVs were resuspended in 100 µl of EV-free PBS. All ultracentrifugation steps were performed using a Sorvall WX+ Ultra Series ultracentrifuge (Waltham, Massachusetts, USA) and a swinging-bucket rotor AH629-36 (ThermoFisher Scientific, Waltham, Massachusetts, USA). All centrifugation and ultracentrifugation steps were performed at 4 °C. EV suspensions from 6 different batches were pooled, aliquoted and stored at -80 °C. EVs were characterized by nanoparticle tracking analysis and cryo-electron microscopy (see below).

### EV isolation from cell culture by precipitation

To confirm the effect of the knockout of *Pkd1* on EV release, a second isolation method based on a different physicochemical principle was used. Briefly, cells were plated in 6-well plates (1.5x10^5^ cells/well for mDCT15 cells and 1.75x10^5^ cells/well for mIMCD3 cells) and cultured for 24 hours in complete medium. Subsequently, cells were washed with PBS and further cultured in FBS-depleted medium for 24 hours. The medium was collected and centrifuged at 2,000 g for 30 minutes. The collected supernatant was mixed with the Total Exosome Isolation Reagent (from cell culture media) (Invitrogen, Waltham, USA) in 2:1 ratio (supernatant:reagent) and incubated overnight at 4 °C. EVs were pelleted by centrifugation (10,000 g, 1 hour) and resuspended in 100 µl of EV-free PBS. EV suspensions were stored at -80 °C.

### Extracellular ATP measurements

Wild type and *Pkd1* ^-/-^ mDCT15 cells were treated with apyrase (6 U/ml) or diluent (PBS) during the last 24 hours of culture. Extracellular ATP levels in the culture medium of control and apyrase-treated cells were quantified by chemiluminescence using the ATP Lite kit (Perkin-Elmer, Waltham, MA, USA), following manufacturer’s instructions. Additionally, EVs were isolated as described in the previous section.

### EV isolation from urine

To elucidate the effect of the loss of *Pkd1* expression on EV release *in vivo*, 24 hours-urine samples of wild type and iKsp-*Pkd1^-/-^* mice were used from a previous study from our group (33). Urinary EVs were isolated using the Total Exosome Isolation Reagent (from urine) (Invitrogen, Waltham, USA) following the manufacturer’s instructions.

### Gene expression analysis

Total RNA was obtained using the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions and stored at -80 °C. cDNA was generated from RNA samples using Moloney Murine Leukemia Virus Reverse Transcriptase (Thermo Fisher Scientific, Waltham, USA) according to the manufacturer’s instructions. cDNA samples were stored at -20 °C until further use. Gene expression was analyzed by Real-time qPCR, using the iQ SYBR Green Supermix (Bio‐Rad Laboratories, Hercules, CA, USA) on a CFX96 detection system (Bio‐Rad Laboratories, Hercules, CA, USA). The thermal profile consisted of an initial incubation of 3 minutes at 95 °C, followed by 40 cycles of 10 seconds at 95 °C and 30 seconds at 55 °C. Differences between groups were calculated by the 2^−ΔΔCt^ method (34) with *Gapdh* as reference gene. The sequences of the primers used are listed in **Table 1**.

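Each primer sequence was matched to the GRCm39 mouse genome and to the transcripts of the GENCODE annotation. The *P2rx7* primers lie on the plus strand of chromosome 5. The forward primer (GACCGGCGTTGTAAAAAGGG) matches the coding sequence of exon 4 of 13, from 122795105 to 122795124, and the reverse primer (GGTCGGGGAGCTTCTTTCTC) spans the junction of exons 5 and 6, between 122796851 and 122801642, which gives a product of 143 bp on the spliced transcript. The *Cers6* primers lie on the plus strand of chromosome 2. The forward primer (GGAGGACCTCTACCTTGCCT) matches exon 1 of 10, from 68692084 to 68692103, and the reverse primer (GGATGTTGAGGGCTATGGCA) matches exon 2, from 68764877 to 68764896, with a product of 104 bp. The *Smpd3* primers lie on the minus strand of chromosome 8. The forward primer (CAACAGCGGTCTCTTCTTCG) matches exon 3 of 9, from 106991330 to 106991349, and the reverse primer (TGCAGGCGATGTACCCAA) matches exon 4, from 106986517 to 106986534, with a product of 170 bp. The primers of these genes matched annotated transcripts of no other gene. The *Gapdh* primers lie on the minus strand of chromosome 6. The forward primer (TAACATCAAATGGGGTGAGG) matches exon 3 of 7, from 125140161 to 125140180, and the reverse primer (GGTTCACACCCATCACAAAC) matches exon 4, from 125139922 to 125139941, with a product of 161 bp. The *Gapdh* forward primer also occurs elsewhere, with exact matches at 80 places in the genome and in annotated transcripts of 94 genes. The reverse primer has exact matches at 147 places and in transcripts of 162 genes.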

**Table 1:** Primers used for qPCR.

Gene	Forward 5’ – 3’	Reverse 5’ – 3’
*Gapdh*	TAACATCAAATGGGGTGAGG	GGTTCACACCCATCACAAAC
*P2rx7*	GACCGGCGTTGTAAAAAGGG	GGTCGGGGAGCTTCTTTCTC
*CerS6*	GGAGGACCTCTACCTTGCCT	GGATGTTGAGGGCTATGGCA
*Smpd3*	CAACAGCGGTCTCTTCTTCG	TGCAGGCGATGTACCCAA

### Nanoparticle Tracking Analysis

EV suspensions obtained from urine and cell culture medium were analyzed using a NanoSight NS300 and the NanoSight NTA 3.2 software (Malvern Instruments Ltd, Malvern, UK). Three videos of 30 seconds each were recorded for each sample (camera set = 13; threshold = 3). For the analysis of EVs from cell culture medium, particle counts were normalized to the cell count.

### EVs cryo-electron microscopy

EV suspensions obtained by ultracentrifugation were resuspended in 20 µl EV-free PBS. Gold R2/2 Quantifoil grids were cleaned for 40 seconds using a Cressington 208 coater. The sample was applied on a grid and subsequently vitrified in liquid ethane using a FEI Vitrobot device. A JEOL JEM-2100 system (Jeol Ltd., Tokyo, Japan) equipped with Gatan 914 high tilt cryo holder and a LaB_6_ filament was used for cryogenic imaging at 200 kV. Images were recorded with a Gatan 833 Orius camera (Pleasanton, CA, USA).

### RNA sequencing analysis

RNA samples from wild type and *Pkd1^-/-^* mDCT15 cells were obtained as described in 2.6. Total RNA was used for the preparation of the RNA sequencing libraries using the KAPA RNA HyperPrep Kit with RiboErase (KAPA Biosystems, Wilmington, MA, USA). In short, oligo hybridization and rRNA depletion, rRNA depletion cleanup, DNase digestion, DNase digestion cleanup, and RNA elution were performed according to protocol. Fragmentation and priming were performed at 94 °C for 6 minutes. First strand synthesis, second strand synthesis and A-tailing were performed according to protocol. For the adaptor ligation, a 1.5 mM stock was used (NextFlex DNA barcodes, Bioo Scientific, Austin, Tx, USA). First and second post-ligation cleanup was performed according to protocol. A total of 11 PCR cycles were performed for library amplification. The library amplification cleanup was done using a 0.8 x followed by a 1.0 x bead-based cleanup. Library size was determined using the High Sensitivity DNA bioanalyzer kit, and the library concentration was measured using the dsDNA High Sensitivity Assay (DeNovix, Wilmington, DE, USA). Paired-end sequencing reads of 42 bp were generated using an Illumina NextSeq 500. RNA-sequencing data was deposited in the NCBI GEO database (accession number is in progress).

Low-quality filtering and adapter trimming were performed using Trim Galore! v0.4.5 (Babraham Bioinformatics), a wrapper tool around the tools Cutadapt v1.18 and FastQC v0.11.8 (Babraham Bioinformatics). Reads were mapped to a mouse reference genome (GRCm39.105, Ensembl) with Star v2.7.5a, resulting in BAM files. BAM files were counted (number of reads mapped to a feature, e.g., a gene) with HTSeq [HTSeq-count tool v0.11.0] with default parameters using a complementary gtf file, containing annotation for GRCm39.105 (Ensembl). Counts were normalized using gene length and Transcripts Per Million (TPMs) were produced. MultiQC (quality control) was used to combine results and quality checks of all the samples.

Differential gene expression analysis was carried out with DESeq2 v1.22.0 in R v3.5.3 (25), with internal statistical and normalization method (i.e., correction for multiple testing with Benjamini–Hochberg) using a cutoff value of at least 5 counts per sample per gene.

### Statistical analysis

Analyses were performed with GraphPad Prism 7.0e (GraphPad Software, San Diego, USA) and statistical differences were evaluated with the unpaired Student's t-test. All data are expressed as mean ± SEM. For all data, p < 0.05 was considered statistically significant.

## Results

### EV characterization

EVs were isolated from wild type and *Pkd1^-/-^* mDCT15 and mIMCD3 cells by ultracentrifugation. NTA of EVs from wild type and *Pkd1^-/-^* mDCT15 cells showed a peak at 117 nm (mean 117.5 ± 9.7 nm) with a concentration of 2.41 x 10^8^ ± 2.12 x 10^7^ particles/ml (**Figure 1A**) and a peak at 130 nm (mean 130.5 ± 0.4 nm) with a concentration of 3.84 x 10^8^ ± 2.66 x 10^7^ particles/ml (**Figure 1B**), respectively. NTA of EVs from wild type and *Pkd1^-/-^* mIMCD3 cells showed a peak at 136 nm (mean 136.8 ± 3.7 nm) with a concentration of 2.54 x 10^8^ ± 1.57 x 10^7^ particles/ml (**Figure 1C**) and a peak at 118 nm (mean 116.2 ± 7.0 nm) with a concentration of 4.55 x 10^8^ ± 7.18 x 10^6^ particles/ml (**Figure 1D**), respectively.

**Figure 1:**
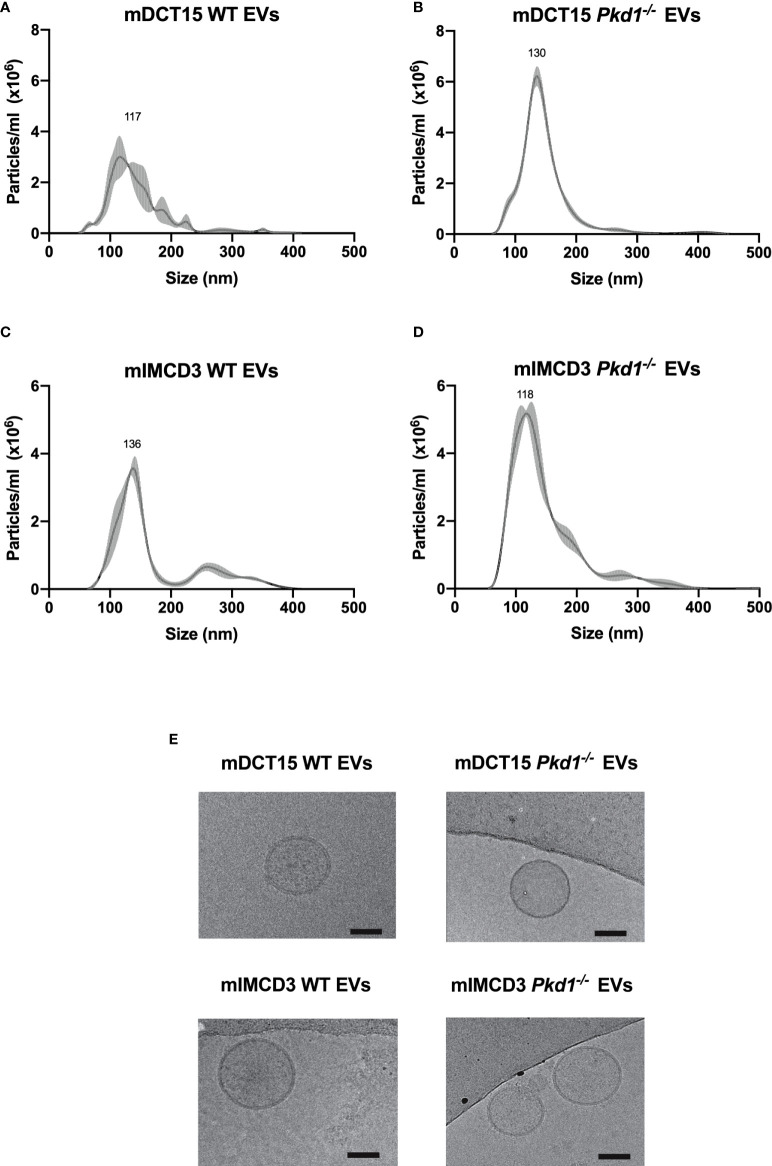
Characterization of EVs obtained from culture medium of mDCT15 and mIMCD3 cells. EVs from culture medium of mDCT15 wild type **(A)** and *Pkd1^-/-^* **(B)** cells and from mIMCD3 wild type **(C)** and *Pkd1^-/-^* **(D)** cells were characterized by NTA and transmission electron microscopy **(E)**. Scale bar: 50 nm.

In addition, the EVs showed the characteristic round morphology with dimensions ranging between 50 and 150 nm, as depicted in the cryogenic transmission electron micrographs (**Figure 1E**).

### Increase in EV count in *Pkd1^-/-^* models

The loss of *Pkd1* expression was associated with an increase in the EV release in both mDCT15 (**Figure 2A**) and mIMCD3 cells (**Figure 2B**), as determined by NTA of EV suspensions obtained through ultracentrifugation. This result was confirmed for EV suspensions from mDCT15 (**Figure 2C**) and mIMCD3 cells (**Figure 2D**) obtained using the total exosome isolation kit (from cell culture), which is based on EV precipitation. In the same line, urine from *iKsp*-*Pkd1^-/-^* mice exhibited a significant increase in urinary EVs compared to the wild type littermates (**Figure 2E**).

**Figure 2:**
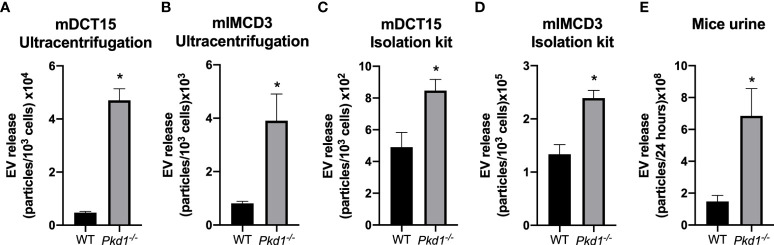
Increase in EV release in *Pkd1^-/-^* models *in vitro* and *in vivo*. The concentration of EVs was analyzed by NTA in preparations obtained by ultracentrifugation from mDCT15 **(A)** and mIMCD3 cells **(B)** and by precipitation with the Total Exosome Isolation Reagent (from cell culture medium) from mDCT15 **(C)** and mIMCD3 cells **(D)**. The particle concentration was normalized to the total cell count. Data are shown as mean ± SEM (n = 3). Urinary EVs in samples from *Pkd1^-/-^* and wild type (WT) mice were isolated with the Total Exosome Isolation Reagent (from urine) and analyzed by NTA. Data are shown as mean ± SEM (n = 8 for WT mice and n = 5 for *Pkd1^-/-^* mice) **(E)**. * indicates statistical difference from WT (p < 0.05).

### Regulation of EV release by extracellular ATP

The molecular mechanisms underlying the increase in EV release in *Pkd1^-/-^* models was investigated in mDCT15 cells. The loss of *Pkd1* was associated with a significant increase in the gene expression of the purinergic receptor *P2rx7* in mDCT15 cells (**Figure 3A**). To further assess the potential role of purinergic signaling in the increase in the EV release previously observed, we used apyrase to deplete the culture medium from extracellular ATP. In fact, treatment with apyrase led to a significant decrease of extracellular ATP levels in both wild type and *Pkd1^-/-^* cells (**Figures 3B, C**). Furthermore, apyrase treatment resulted in a significant decrease in the EV release in the wild type mDCT15 cells (**Figure 3D**), while EV release in mDCT15 *Pkd1^-/-^* cells was not modified by apyrase (**Figure 3E**). These observations evidence the regulation of EV release in response to changing extracellular ATP levels in wild type mDCT15 cells. Conversely, changing levels of extracellular ATP fail to regulate EV release in *Pkd1^-/-^* mDCT15 cells.

**Figure 3:**
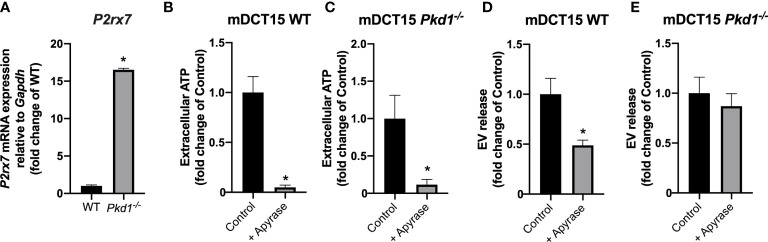
Role of the extracellular ATP and purinergic signaling in EV release in wild type and *Pkd1^-/-^* mDCT15 cells. Expression of *P2rx7* at the mRNA level was analyzed in wild type and *Pkd1^-/-^* mDCT15 cells and normalized to the expression of *Gapdh*, used as housekeeping gene **(A)**. Data (mean ± SEM) are expressed as fold change of the gene expression in wild type (WT) cells. * indicates statistical difference from WT (p < 0.05, n = 3). Extracellular ATP levels were analyzed in WT **(B)** and *Pkd1^-/-^* mDCT15 cells **(C)** exposed to vehicle (control) or apyrase (6 U/ml, 24 hours). Data (mean ± SEM) are expressed as fold change of extracellular ATP levels in control cells. EV release was quantified in suspensions obtained from wild type **(D)** and *Pkd1^-^/^-^* mDCT15 cells **(E)** treated with vehicle (control) or with 6 U/ml apyrase by NTA. Data are shown as mean ± SEM. * indicates statistical difference from control (p < 0.05, n = 4).

### Role of the sphingolipid biosynthesis on EVs release in mDCT15 *Pkd1^-/-^* cells

To further elucidate the molecular players responsible for the increased EV release in *Pkd1* deficient cells, we performed RNA sequencing analysis of wild type and *Pkd1^-/-^* mDCT15 cells. 

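RNA of 3 samples of *Pkd1-/-* and 3 samples of wild type mDCT15 cells, a mouse cell line from the distal convoluted tubule, was sequenced after depletion of ribosomal RNA. The sample titles and the paper describe the edited cells as knockout, while the genotype field of the sample labels calls them knockdown. The authors trimmed the reads, mapped them to GRCm39, counted them per gene and compared the genotypes with DESeq2. The authors' deposited table holds, for each of 20624 genes, a mean normalized count over all samples, a log2 fold change with its standard error, a Wald statistic, a p-value and, for 19424 genes, an adjusted p-value. It holds no values of single samples, so the spread between replicates enters only through the standard error, and the depth of each sample is unknown. The intervals and p-values therefore measure the spread between samples of these cells. They cannot separate the loss of *Pkd1* from other differences between the edited and wild type cells that arose during editing or culture. The mean normalized counts in the authors' deposited table add up to 16746088 over all genes, with a median of 104.5 per gene. The fold changes in the authors' deposited table are positive for genes higher in wild type cells. This direction was inferred from the paper, which describes *Cers6* as upregulated and whose supplementary list gives the 1996 genes of its supplied part with the same size of change and the opposite sign, and all values here are given as *Pkd1-/-* relative to wild type. From the table, the Benjamini-Hochberg adjustment was recomputed over all 20624 genes, and 95% intervals and a test against a fold change of 2 were computed from the log2 fold changes and standard errors with a normal approximation, the only one the table allows. The precision depends on the count. The median standard error in the authors' deposited table was 1.15 on the log2 scale for the 6900 genes with a mean under 10 and 0.08 for the 10382 genes with a mean of at least 100. The targeted gene, *Pkd1* (ENSMUSG00000032855, chromosome 17 from 24768808 to 24815482 in the GENCODE annotation of GRCm39), had a mean normalized count of 3175 in the authors' deposited table and a log2 fold change of -0.33 (95% interval -0.49 to -0.17, recomputed adjusted p = 2.04e-04). A count over the whole gene does not show whether an edited transcript encodes a functional protein. *Pkd2* had a log2 fold change of 0.30 in the authors' deposited table (95% interval 0.17 to 0.43).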

Principal component analysis showed a clear separation between wild type and *Pkd1^-/-^* mDCT15 cells (Principal Component 1 = 96%, Principal Component 2 = 2%) (**Figure 4**). 

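With the recomputed adjusted p-value under 0.05, 7358 of the 20624 genes differed between *Pkd1-/-* and wild type mDCT15 cells, 3480 of them higher and 3878 lower in *Pkd1-/-* cells. Of these genes, 1840 also had a fold change over 2, with 521 higher and 1319 lower. A fold change estimated over 2 can have an interval that reaches below it. In the test against a fold change of 2, 717 genes had an adjusted p-value under 0.05, of which 172 were higher and 545 lower. At any fold change the balance depended on the count. With a minimum mean of 100, where 6151 genes passed, 3263 were higher and 2888 lower. The number of genes with a fold change over 2 moved most with a minimum mean normalized count of 100, where it was 625. Among genes with a mean of at least 100, the highest log2 fold changes in the authors' deposited table were those of *Sgsm1* (5.41, standard error 0.17), *Dpysl3* (4.14), *Igf1* (4.04), *Flrt2* (3.85) and *Adam12* (3.51). The lowest in the authors' deposited table were those of *Peg10* (-13.33), *Hs6st2* (-12.25), *Zfp422* (-11.31), *Sgce* (-11.27) and *Slc36a4* (-10.97). Of these, *Peg10*, *Zfp422* and *Sgce* lie on chromosome 6, whose genes with a mean of at least 100 were lower as a group, with a median of -0.39. *Hs6st2* lies on chromosome X, whose genes were higher as a group, with a median of 0.66, and *Slc36a4* on chromosome 9. The mean counts and fold changes of these genes imply mean normalized counts in *Pkd1-/-* cells of 0.254 for *Hs6st2* to 0.604 for *Peg10*, close to no reads. The sizes of these decreases are imprecise, with 95% intervals from -15.65 to -11.02 for *Peg10* and from -13.28 to -8.65 for *Slc36a4*. The purinergic receptor gene *P2rx7* (ENSMUSG00000029468, chromosome 5 from 122781942 to 122830400) had a mean normalized count of 47.7 and a log2 fold change of 3.46 in the authors' deposited table, with a standard error of 0.30. This is an 11.0-fold higher expression in *Pkd1-/-* cells, with a 95% interval from 7.32 to 16.5 (recomputed adjusted p = 2.09e-29), and it passed the test against a fold change of 2 (adjusted p = 2.12e-14). The supplied part of the supplementary list held all 521 genes called higher with a fold change over 2. It held 1833 genes called higher at any fold change. The list holds the same values in order of size and was used to set the direction, so this overlap describes the list and is not a separate check of the calls.

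**Figure D1:**
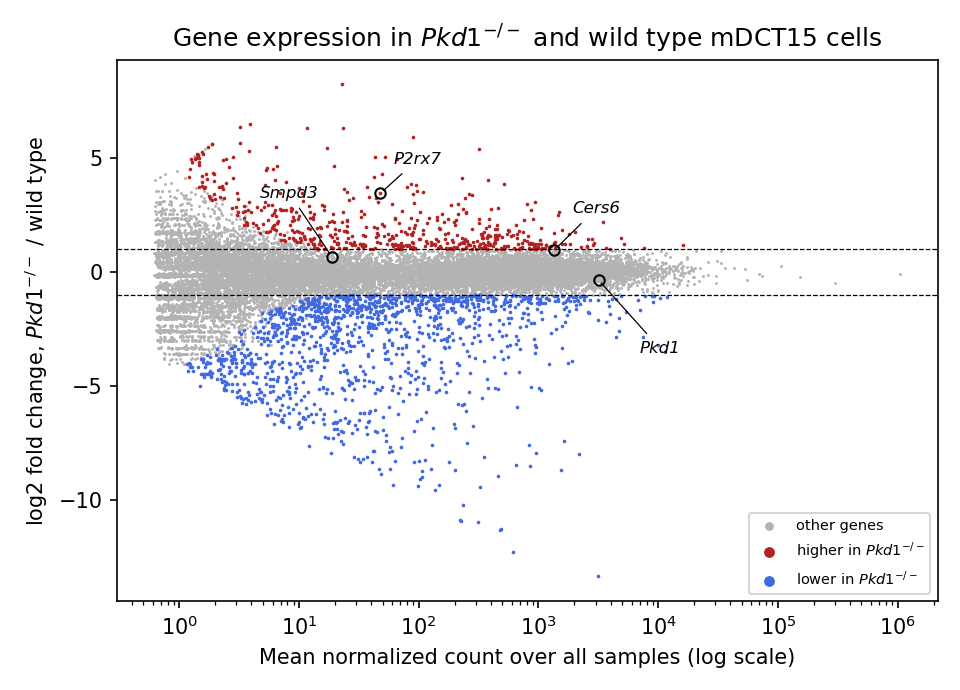
log2 fold change of each gene in *Pkd1-/-* relative to wild type mDCT15 cells against its mean normalized count over all samples (log scale), from the authors' deposited table. Red and blue points are the 521 higher and 1319 lower genes with a recomputed adjusted p-value under 0.05 and a fold change over 2 (dashed lines), and open circles mark *P2rx7*, *Cers6*, *Smpd3* and *Pkd1*.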

RNA sequencing data exhibited a total of 1,163 differentially expressed genes (DEGS) with fold change > 2 and p < 0.05 (**Supplementary Material 1**). Subsequent analysis of the latter revealed several significantly enriched KEGG pathways (adjusted p-value < 0.01) (**Table 2**) that included the term “Sphingolipid signaling pathway”. 

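The gene sets of the KEGG database were not used here. A list of 44 genes of ceramide and sphingolipid metabolism, written by hand before the data were examined, was compared with the calls. The list holds genes of metabolism, while the paper's term names a signaling pathway. The comparison therefore does not test the enrichment the paper reports. The table holds 38 of these genes, and 21 of them had a recomputed adjusted p-value under 0.05, 12 higher and 9 lower in *Pkd1-/-* cells. With the adjustment made over the list alone, 22 genes passed. Among the genes past the adjusted p-value, *Ugt8a* and *Asah2* had a fold change over 2, both lower in *Pkd1-/-* cells. *Ugt8a*, which encodes the enzyme that adds galactose to ceramide, had a log2 fold change of -2.11 in the authors' deposited table (standard error 0.05). *Asah2*, which encodes neutral ceramidase, had a log2 fold change of -1.06 in the authors' deposited table (95% interval -1.21 to -0.90), and it was not shown to exceed a fold change of 2 (adjusted p = 1 in the test against that limit).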

To further investigate the potential role of sphingolipid biosynthesis in EV release in wild type and *Pkd1^-/-^* mDCT15 cells, we quantified the gene expression level of *CerS6*, which encodes the enzyme ceramide synthase 6 and *Smpd3*, encoding the neutral sphingomyelinase 3. We observed a significant increase in the expression of both *CerS6* (+ 167 %) (**Figure 5A**) and *Smpd3* (+ 38%) (**Figure 5B**) in *Pkd1^-/-^* mDCT15 cells compared to wild type cells. Noteworthy, an upregulation of both *CerS6* and *Smpd3* was also observed in the RNA sequencing data (**Supplementary Material 1**). 

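*Cers6* (ENSMUSG00000027035) lies on chromosome 2 of GRCm39 from 68691455 to 68944627. Its mean normalized count was 1362 and its log2 fold change 0.98 in the authors' deposited table, with a standard error of 0.05. This is a 1.97-fold higher expression in *Pkd1-/-* cells, with a 95% interval from 1.85 to 2.11 (recomputed adjusted p = 4.34e-87), so that it fell just under the limit of a fold change of 2. Centred on the median of all genes, its log2 fold change was 1.02, just over that limit. *Smpd3* (ENSMUSG00000031906) lies on the minus strand of chromosome 8 from 106979176 to 107064670. It was counted far less, with a mean normalized count of 18.8, a log2 fold change of 0.68 and a standard error of 0.38 in the authors' deposited table. Its 95% interval from -0.06 to 1.42 on the log2 scale includes no change. The p-value in the authors' deposited table was 0.0737 and the recomputed adjusted p = 0.168, so a change in *Smpd3* was not detectable with a standard error of this size. The paper sets the values of both genes beside the increase it measured by qPCR (Fig. 5A and Fig. 5B).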

Other genes, encoding ceramide synthases, that were upregulated in *Pkd1^-/-^* mDCT15 cells included *CerS2* and *CerS5*. 

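*Cers2* (ENSMUSG00000015714, chromosome 3 from 95221790 to 95234060) had a mean normalized count of 3158 and a log2 fold change of 0.37 in the authors' deposited table. Its expression was 1.29-fold higher in *Pkd1-/-* cells, with a 95% interval from 1.21 to 1.38 (recomputed adjusted p = 3.58e-14). *Cers5* (ENSMUSG00000023021, minus strand of chromosome 15 from 99632477 to 99670783) had a mean normalized count of 1874 and a log2 fold change of 0.30 in the authors' deposited table. Its expression was 1.23-fold higher, with a 95% interval from 1.15 to 1.31 (recomputed adjusted p = 1.95e-08).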

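The change in *Cers6* was compared with that of each other ceramide synthase gene by a Wald test of the difference, with the standard errors taken as independent and the p-values adjusted over the 5 comparisons. The log2 fold change of *Cers6* exceeded that of *Cers2* by 0.61 (95% interval 0.48 to 0.74, adjusted p = 3.13e-19) and that of *Cers5* by 0.69 (95% interval 0.55 to 0.82, adjusted p = 1.42e-22). It exceeded that of *Cers4* by 1.23 and that of *Cers1* by 1.24, with adjusted p = 7.36e-29 and adjusted p = 1.48e-04. *Cers4* was lower in *Pkd1-/-* cells, with a log2 fold change of -0.25 in the authors' deposited table (recomputed adjusted p = 0.0320), and the change in *Cers1* was not detectable (recomputed adjusted p = 0.611). *Cers3* had the largest estimate, a log2 fold change of 1.06 in the authors' deposited table, but its mean normalized count was 6.55 and its 95% interval ran from -0.20 to 2.33 (recomputed adjusted p = 0.215). Its difference from *Cers6* was within the error (adjusted p = 0.899). *Cers6* thus ranked 2 of 6 by the size of the estimate, and 1 among the 5 genes with a mean of at least 10.

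**Figure D2:**
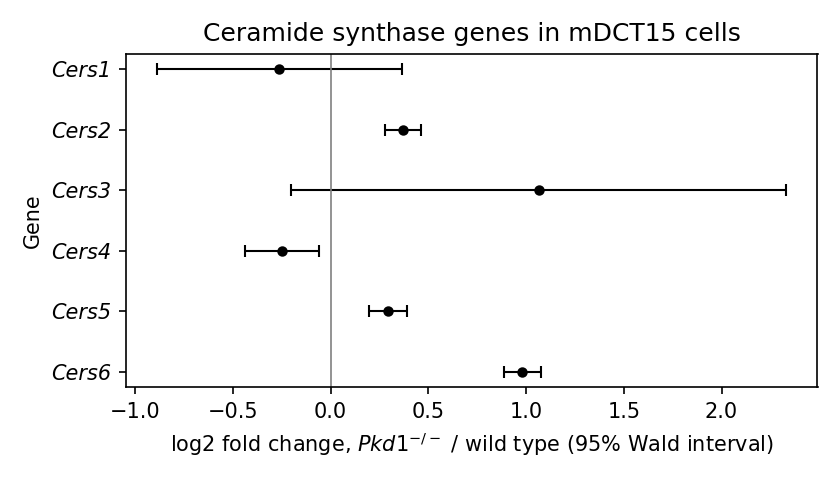
log2 fold changes (points) of the 6 ceramide synthase genes in *Pkd1-/-* relative to wild type mDCT15 cells, from the authors' deposited table, with 95% Wald intervals (bars). The intervals of *Cers2*, *Cers5* and *Cers6* lie above 0, that of *Cers4* lies below it, and those of *Cers1* and *Cers3* include it.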

Anyway, accordingly to the RNA sequencing results, CerS6 represented the most differentiated gene in that group.

**Figure 4:**
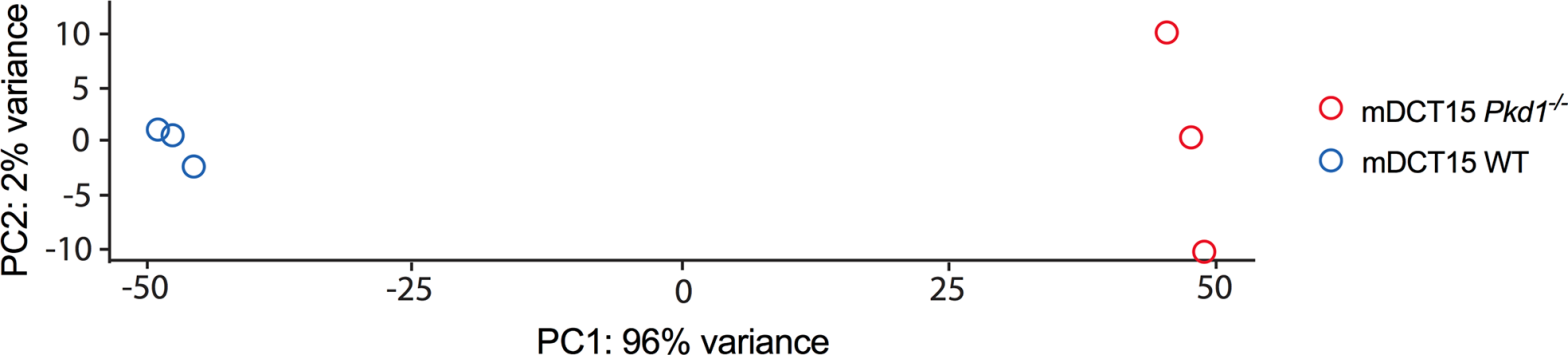
Principal component analysis of the RNAseq data transcripts of wild type and *Pkd1^-/-^* mDCT15 cells. The plot depicts a clear separation between the *Pkd1^-/-^* mDCT15 cell samples (red circles) and the wild type mDCT15 cell samples (blue circles) (n = 3/group).

**Table 2:** KEGG terms of genes differentially expressed in wild type and *Pkd1^-/-^* mDCT15 cells.

KEGG pathway	Adjusted p-value (q value < 0.01)
Proteoglycans in cancer	2.83E-09
Ubiquitin mediated proteolysis	2.93E-08
Hepatocellular carcinoma	1.32E-06
Colorectal cancer	7.71E-06
Hepatitis B	2.98E-05
Renal cell carcinoma	3.26E-05
Proteasome	3.35E-05
Cell cycle	3.36E-05
Axon guidance	3.37E-05
Endometrial cancer	3.41E-05
Signaling pathways regulating pluripotency of stem cells	4.34E-05
Autophagy	5.05E-05
Pathways of neurodegeneration	6.97E-05
mTOR signaling pathway	6.97E-05
Chronic myeloid leukemia	6.97E-05
MAPK signaling pathway	7.06E-05
Pathways in cancer	7.06E-05
Alzheimer disease	7.06E-05
Protein processing in endoplasmic reticulum	7.69E-05
Small cell lung cancer	9.75E-05
Neurotrophin signaling pathway	1.34E-04
Salmonella infection	1.70E-04
Focal adhesion	2.39E-04
Regulation of actin cytoskeleton	2.64E-04
Cellular senescence	3.26E-04
ErbB signaling pathway	3.87E-04
Yersinia infection	4.95E-04
Human T-cell leukemia virus 1 infection	5.17E-04
Amyotrophic lateral sclerosis	6.89E-04
Pancreatic cancer	6.89E-04
Pathogenic Escherichia coli infection	6.89E-04
Endocytosis	6.89E-04
Human papillomavirus infection	8.12E-04
TNF signaling pathway	8.13E-04
Human cytomegalovirus infection	9.50E-04
Prostate cancer	9.67E-04
Glioma	9,67E-04
Inositol phosphate metabolism	1.01E-03
Acute myeloid leukemia	1.21E-03
Gastric cancer	1.46E-03
Sphingolipid signaling pathway	1.48E-03
Non-small cell lung cancer	1.49E-03
Epithelial cell signaling in Helicobacter pylori infection	1.57E-03
Mitophagy	1.65E-03
C-type lectin receptor signaling pathway	1.84E-03
HIF-1 signaling pathway	2.07E-03
Hippo signaling pathway	2.20E-03
Apoptosis	2.29E-03
Breast cancer	2.42E-03
FoxO signaling pathway	2.67E-03
Oocyte meiosis	2.87E-03
VEGF signaling pathway	3.06E-03
Phosphatidylinositol signaling system	3.08E-03
Ribosome	3.20E-03
AGE-RAGE signaling pathway in diabetic complications	3.70E-03
Kaposi sarcoma-associated herpesvirus infection	4.15E-03
Hepatitis C	4.21E-03
Thyroid cancer	5.29E-03
Basal cell carcinoma	5.62E-03
Human immunodeficiency virus 1 infection	5.69E-03
Thyroid hormone signaling pathway	6.45E-03
Bacterial invasion of epithelial cells	6.45E-03
RNA transport	6.45E-03
Spinocerebellar ataxia	7.10E-03
PD-L1 expression and PD-1 checkpoint pathway in cancer	7.28E-03
Shigellosis	7.28E-03
Parkinson disease	7.63E-03
Epstein-Barr virus infection	7.63E-03
Adherens junction	7.63E-03
AMPK signaling pathway	7.96E-03
Insulin signaling pathway	8.33E-03
Wnt signaling pathway	8.33E-03
Fatty acid degradation	9.91E-03
Melanoma	9.91E-03

Differentially expressed genes with p < 0.05 and foldchange > 2 were analyzed.

**Figure 5:**
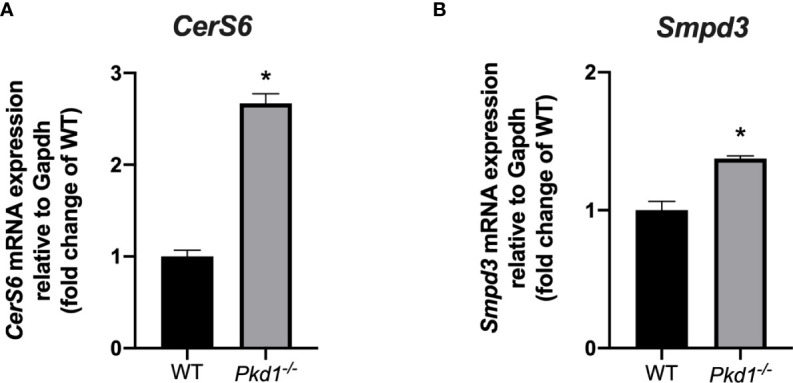
Effect of *Pkd1* knockout on the expression of ceramide biosynthesis enzymes. The expression of the *CerS6* **(A)** and *Smpd3* **(B)** in wild type (WT) and *Pkd1^-/-^* mDCT15 cells was analyzed by qPCR and normalized to the expression of *Gapdh*, used as housekeeping gene. Data (mean ± SEM) are expressed as fold change of the expression in the wild type cells. * indicates statistical difference from WT (p < 0.05, n = 3).

## Discussion

In the current study, we describe an increase in the EV release by *Pkd1^-/-^* mIMCD3 and mDCT15 cells compared to wild type cells. Moreover, we observed an increase in the urinary EV concentration in *Pkd1^-/-^* mice. EVs have been proposed as mediators of cell-cell communication, which contribute to the progression of ADPKD. In particular, urinary EVs from ADPKD patients stimulated cell proliferation and cyst development in an *in vitro* 3D cyst model. In addition, an increase in the EV concentration in the urine of ADPKD patients has been reported (28). An increase in EV release in *Pkd1^-/-^* cells respect to *Pkd2^-/-^* cells was also described in mIMCD3 cells (27). Altogether, our findings confirm these previous findings from other groups (27, 28) which relate EVs with ADPKD pathogenesis. Interestingly, we highlight for the first time the contribution of the DCT to the increased EV release under *Pkd1* deficiency. Recently, a single cell RNA-sequencing study confirmed the participation of all segments of the nephron in the cystogenesis (35), whereby the signaling pathways involved were demonstrated to be different between cell types. Noteworthy, in this study, the DCT was partially analyzed as a cluster with the loop of Henle (35). Considering the available evidence on the role of EVs on cyst progression, our findings demonstrating the increased EV release by *Pkd1^-/-^* DCT cells support a role of this segment in ADPKD pathogenesis.

To further elucidate the molecular mechanisms underlying the increase in the EV release in *Pkd1^-/-^* mDCT15 cells, we assessed the role of purinergic signaling, a pathway already demonstrated to modulate EV release in different cell types, albeit not in the kidney. In general, an increase in extracellular ATP and activation of the receptor P2X7 results in an increase in EV release (23–25). Our data depict a notable increase in *P2rx7* expression in *Pkd1^-/-^* mDCT15 cells compared to wild type cells, indicating a stimulation of purinergic signaling by *Pkd1* deficiency. Moreover, EV release in *Pkd1^-/-^* cells was not inhibited by the ectonucleotidase apyrase (i.e. reduced extracellular ATP levels), contrarily to what has been observed in wild type mDCT15 cells. These observations point to a sustained activation of purinergic signaling and EV release due to upregulated *P2rx7* expression in *Pkd1^-/-^* mDCT15 cells. Thus, the lack of *Pkd1* expression might lead to an exacerbation of the extracellular ATP/P2X7 pathway in *Pkd1^-/-^* mDCT15 cells, which then become less responsive to changes in extracellular ATP levels and therefore, exhibit no changes in their EV release. The association between *P2rx7* and cystogenesis has also been described by other authors. For instance, a study in a zebrafish model showed that activation and inhibition of the receptor resulted in stimulation and inhibition of cystogenesis, respectively (17).

Interestingly, previous publications demonstrated an increase in ceramide levels due to *de novo* synthesis upon activation of *P2rx7* in thymocytes (36) and macrophages (37). No studies have been performed in renal cells so far. Ceramides constitute an important component of EVs and ceramide levels correlate with EV release (38). 

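The hand-written list holds 19 genes whose products make ceramide, by de novo synthesis or from sphingomyelin, and 16 of them are in the table. Of these, 10 had a recomputed adjusted p-value under 0.05, with 6 higher in *Pkd1-/-* mDCT15 cells, among them *Cers2*, *Cers5* and *Cers6*, and 4 lower. The lower genes were *Cers4* and the sphingomyelinase genes *Smpd1*, *Smpd2* and *Smpd4*, the latter named after their values were seen. *Smpd4*, with a log2 fold change of -0.54, lies on chromosome 16, whose genes were lower as a group. The median of that chromosome was -0.43 among genes with a mean of at least 100. With the adjustment made over the list alone, 10 passed. The pathway enrichment in Table 2 was not tested here. As a group the list did not stand apart in its median change. Its 15 genes with a mean of at least 10 had a median log2 fold change of 0.043, at percentile 63.4 of 10000 random lists matched on mean count (two-sided p = 0.732, from a permutation of list membership within bins of mean count). The whole list of ceramide and sphingolipid genes, with 36 at that mean, had a median of -0.025, at percentile 25.7 (two-sided p = 0.515 from the same permutation test).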

Our RNA-sequencing analysis indicated a significant upregulation of genes involved in ceramide biosynthesis (i.e. *CerS6* and *Smpd3*) in *Pkd1^-/-^* mDCT15 cells respect to wild type cells. In this regard, ceramides may constitute the missing link between increased purinergic signaling, increased EV release and cystogenesis in ADPKD. Indeed, further studies would still be necessary to further confirm the link between ceramide production and the expression of *Pkd1^-/-^* in relation to EV release, including analysis of the phenotype in an overexpression rescue model.

Although several factors involved in ADPKD progression are not yet elucidated, a model mimicking a snowball-effect has been proposed. In this model, cysts formed at an early stage of the disease stimulate further cyst formation in the surrounding tissue and, thus, lead to an increasing cyst formation rate which leads to disease progression (39). Hereby, exacerbated purinergic signaling could lead to the upregulation of ceramide biosynthesis. Increased ceramide levels can lead, in turn, to increased EV release, which can stimulate cyst development in the surrounding tissue. A proposed mechanism has been depicted in **Figure 6**. In conclusion, our data points to the involvement of the DCT in cyst progression and development and postulates purinergic receptor activation together with increased ceramide biosynthesis as one of the underlying mechanisms.

**Figure 6:**
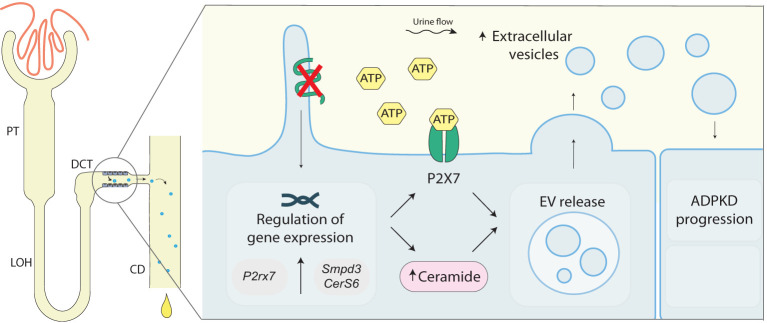
Proposed role of polycystin-1 deficiency in EV release in the distal convoluted tubule. Loss of *Pkd1^-/-^* in mDCT15 cells is associated with an increase in the EV release and an increase in the expression of *P2xr7*, S*mpd3* and *CerS6*, genes encoding for proteins involved in ATP signaling and ceramide synthesis, respectively. These findings suggest a link between the loss of *Pkd1* expression, ceramide biosynthesis and EV release. The latter can stimulate cysts development in the surrounding tissue contributing to ADPKD disease progression. ADPKD, Autosomal dominant polycystic kidney disease; CD, collecting duct; *CerS6*, Ceramide Synthase 6; DCT, distal convoluted tubule; EV, extracellular vesicles; LOH, Loop of Henle; PC1, polycystin 1; PT, proximal tubule; *P2rx7*, Purinergic Receptor P2X 7 (gene); P2X7, Purinergic Receptor P2X 7 (protein); *Smpd3*, Sphingomyelin Phosphodiesterase 3.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omibus repository, accession number GSE209927.

## Author contributions

VC participated in the design of the study, performed the experimental work and in writing of the manuscript. LR, NS and CK provided experimental and theoretical support. EV provided the material. VS participated in the design of the study and the experimental work. JPR was involved in the design of the study, the interpretation of the data, the experimental work and in the manuscript writing. JW and JH participated in the study design, the interpretation of the data and the editing of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

The research has been funded by a PhD research grant from the Radboud Institute for Molecular Life Sciences within the Radboud university medical center. JR is funded by a grant from the German Research Foundation (DFG, Grant RI2673/2-1, Project number: 509856975) and by the European Union’s Horizon 2020 research and innovation programme under the Marie Sklodowska-Curie grant agreement No 101028473. NS and LR are supported by the European Research Council (ERC) Advanced Investigator grant (H2020-ERC-2017-ADV-788982- COLMIN) which was granted to NS.

## Acknowledgments

The authors would like to thank Dr. Robert Hoover (Emory University, Atlanta, USA) for kindly providing mDCT15 cells and Dr. Dorien Peters (LUMC, Leiden, the Netherlands) for kindly providing wild type and *Pkd1^-/-^* mIMCD3 cells as well as Dr. Joost Martens (Radboudumc, Nijmegen, the Netherlands) for the preparation of the libraries.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

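Gene expression was measured by RNA sequencing in 3 *Pkd1-/-* and 3 wild type samples of the mouse distal convoluted tubule line mDCT15. The samples were grouped by the genotype in their titles and in the paper. The authors trimmed the reads with Trim Galore 0.4.5 (Cutadapt 1.18, FastQC 0.11.8), mapped them with STAR 2.7.5a to GRCm39 with the annotation of Ensembl release 105, counted them per gene with HTSeq-count 0.11.0, and compared the genotypes with DESeq2 1.22.0 in R 3.5.3. The paper states a minimum of 5 counts per sample per gene.

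Only the table of the authors' comparison was analysed here. In it, the authors give a mean normalized count per gene, a signal over all samples that was divided by the size factors of the libraries. The deposited log2 fold changes and standard errors are on the log2 scale, and the deposited Wald statistic is a score, the log2 fold change divided by its standard error. The deposited p-values come from that statistic, and the authors' adjusted p-values equal a Benjamini-Hochberg adjustment over the 19424 genes that have one. The other 1200 genes have a mean normalized count of at most 0.981. Values of single samples were not analysed here, so the depth per sample, the spread between replicates, a principal component analysis and any refit of the counts are outside what was done. The designs written for counts per sample were replaced by those written for a table of comparisons.

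From the deposited values, the sign of the fold change was turned so that positive means higher in *Pkd1-/-* cells. The Benjamini-Hochberg adjustment was recomputed over all 20624 genes, with calls at an adjusted p-value under 0.05 and, where stated, an absolute log2 fold change over 1. Intervals at 95% and a test of whether the change exceeds a fold change of 2 used the log2 fold change and its standard error with a normal approximation. For the lowest fold changes, the mean count in each genotype was worked out from the mean over all samples, the fold change and the group sizes. Gene lists were compared by their median with 10000 random lists, a permutation of list membership within 20 bins of mean count (seed 1), among genes with a mean of at least 10. The smallest two-sided p-value these lists can give is 0.0002. Where a symbol has more than one identifier, the one with the highest mean was kept in a list. Gene coordinates, transcript lengths and GC content came from GENCODE on GRCm39, in which 20122 (97.6%) of the identifiers were found. The table has 0 numeric columns that were left without a match to the comparison. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

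The calls were tested on simulated data for 20624 genes, 200 of them changed by 2 on the log2 scale. The changed genes were drawn from those with a mean of at least 100. The noise was normal and scaled by each gene's deposited standard error, which the test also used. The simulation therefore checks the calculation only. It does not show whether those standard errors are right or how well changes at low counts are recovered. All 200 were recovered among 209 calls, and 197 (98.5%) were recovered in the test against a fold change of 2, with 0 false calls there. Of 20 random lists, 0 had a p-value under 0.05. The genes named in the text were fixed before the data were examined: the mouse genes the paper names, the ceramide synthases, the 5 highest and 5 lowest log2 fold changes among genes past the adjusted p-value with a mean of at least 100, and members of the hand-written lists past the adjusted p-value and a fold change over 2. Other genes are marked where they appear, and those in the lists of imprinted, glycolytic and reference genes were chosen after the data were seen. The alternatives tried were other minimum mean counts, the authors' adjusted p-value, unadjusted p-values, Bonferroni adjustment, other limits on the fold change, centring on the median, a shorter ceramide list and another set of calls for the overlap.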

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

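The patterns here are ones the paper does not report, in whole chromosomes, in imprinted genes and in *Gapdh*, which the paper uses as the reference gene of its qPCR. The comparison with random lists and the test on imprinted genes were chosen only after the result was seen.

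Genes on chromosomes 6, 16 and X were shifted as a group. Among genes with a mean of at least 100, and relative to the median of all such genes, the median log2 fold change in *Pkd1-/-* cells was -0.42 on chromosome 6 (499 genes), -0.45 on chromosome 16 (334 genes) and 0.63 on chromosome X (312 genes). Of the other 17 chromosomes tested, the largest shift was -0.13, on chromosome 19. In a permutation test with 10000 random lists matched on mean count, the two-sided p was 0.0002 for each of chromosomes 6, 16 and X, the smallest these lists can give. Chromosomes 1, 3 and 19 had the same p with much smaller shifts of 0.09, 0.08 and -0.13, so it is the size of the shift and not this test that sets chromosomes 6, 16 and X apart. After a fit on GC content, transcript length and mean count, the chromosome with the largest loss kept a share of 0.966 of its shift. At least 87.2% of the genes of each chromosome lay on the shifted side, and 100% of the 20 Mb bins with at least 10 genes had a median on that side, so neither a few genes nor a local region accounts for the shift. Among genes with a mean of at least 1000 the shift was at least 0.942 times that among genes with a mean from 100 to 1000, so low counts do not account for it either. A candidate explanation is a difference in chromosome number between the sequenced cell populations. A change from 4 to 3 copies would give -0.42 on the log2 scale and a change from 2 to 3 copies 0.58. This was not tested on DNA. The genotype and a clonal difference that arose during editing or culture cannot be told apart here.

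*Gapdh*, the reference gene of the qPCR, was lower in *Pkd1-/-* cells, with a log2 fold change of -0.86 in the authors' deposited table (95% interval -0.96 to -0.75). It lies on chromosome 6. Among the 204 genes of that chromosome with a mean of at least 1000 it was at percentile 7.84, not outside the range of most genes there, so the lower level of the whole chromosome may account for part of the change. The 15 other listed glycolytic genes had a median of -0.19, at percentile 1.50 of matched random lists, and at percentile 3.53 with both identifiers of *Aldoa*. Without the genes on chromosomes 6 and X, 11 genes were at percentile 2.26. Lower expression of glycolytic genes therefore also remains as an explanation, and the tests do not separate them. Reads of *Gapdh* can also match its many copies in the genome, which was not tested on reads.

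The 3 paternally expressed imprinted genes of chromosome 6 in the table, *Peg10*, *Sgce* and *Mest*, were each lower by more than a fold change of 2. Their log2 fold changes in the authors' deposited table were -13.33, -11.27 and -10.87. Their mean counts imply almost no reads in *Pkd1-/-* cells, and the sizes of these decreases are imprecise. The Wald intervals ran from -15.65 to -11.02 for *Peg10*, from -13.59 to -8.96 for *Sgce* and from -13.18 to -8.55 for *Mest*. Of the 4 maternally expressed genes listed for that chromosome, 0 were called lower by that much, although *Calcr*, with a mean normalized count of 1.15 in the authors' deposited table, had an estimate of -3.60 and an unadjusted p of 0.0398 there, and *Asb4*, with a mean of 5.28, an estimate of -1.33 and an unadjusted p of 0.183. The others, *Copg2* and *Ppp1r9a*, had means of 1201 and 1010 in the authors' deposited table. They were lower by less, with log2 fold changes of -0.75 and -0.32 there (recomputed adjusted p = 1.41e-33 and 0.00314). The median for the chromosome was -0.39. The listed maternally expressed genes were therefore not all unchanged. Whether they are expressed from the maternal copy alone in these cells was not tested. Their decrease therefore does not show whether that copy was spared. Loss of the paternal copy of chromosome 6 is a candidate explanation. However, 6 of the 11 paternally expressed genes in the table outside chromosome 6 were also lower by more than a fold change of 2 (*Peg3*, *Usp29*, *Plagl1*, *Zrsr1*, *Snrpn* and *Igf2*, of which *Igf2* was not shown to exceed that limit, with adjusted p = 0.315 in the test against it), which such a loss would not give. Of the 7 maternally expressed genes in the table outside chromosome 6, *Zim1* was also lower by more than that, with a log2 fold change of -8.61, so the pattern is not limited to paternally expressed genes. Loss of the paternal copy of chromosome 6 therefore does not account for the lower imprinted genes as a whole. For *Peg10*, *Sgce* and *Mest* alone it cannot be told apart from other explanations. A change from 4 to 3 copies would lower a gene expressed equally from all copies far less than was seen for them. For genes expressed only from paternal copies the effect would depend on which copy was lost, which was not tested. A wider change in imprinting was not tested.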

How the results depend on the processing

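Choices were set before the data were examined, apart from the unadjusted p-value combined with a log2 fold change over 2, the unadjusted p-value at any fold change, and the other mean counts for chromosomes, which were chosen after seeing the data. For the counts, lists, rankings, overlap and chromosome shifts, 17 comparisons with an alternative kept the direction and side of the threshold, or for a count stayed within 1.5 times, while 8 moved and 2 reversed. The 15 comparisons for single genes kept the direction and the side of the adjusted p-value's threshold, although the alternatives tried move only the p-value or only the fold change of a gene.

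The number of genes past the adjusted p-value and a fold change over 2 was 1840. It was 985 with a log2 fold change over 2, 1052 with Bonferroni adjustment, 625 with a mean of at least 100, and 1162 with an unadjusted p-value and a log2 fold change over 2. It stayed within 1.5 times, from 1399 to 2152, with a mean of at least 10, the authors' adjusted p-value, an unadjusted p-value and centring. The share of lower genes was 71.7% and ran from 66.6% to 78.5% over these settings. The number at any fold change was 7358, and 3410 with Bonferroni adjustment. The share of lower genes among them was 52.7%, and 47.0% with a mean of at least 100, where the balance between higher and lower genes was the opposite. The number shown to exceed a fold change of 2 was 717, and 1399 against a fold change of 1.5. *Cers6* ranked 2 among the ceramide synthases, and 1 with a mean of at least 10, because *Cers3* has a mean of 6.55 and is left out. The median of the ceramide list was -0.025, 0.043 for the enzymes that make ceramide and 0.0099 with centring. All were within the range of random lists (permutation p from 0.515 to 0.732), so these reversals are around 0. Centring moves every gene by the same amount and left the percentile of the list at 25.7, so the change of sign with centring carries no information on the list. The overlap with the supplied part of the supplementary list was 521 genes, and 1833 with calls at any fold change. As the list holds the same values in order of size, this change follows from the limit on the fold change and says nothing on the stability of the calls.

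The causes of the other changes were not tested. The log2 fold changes of *P2rx7*, *Cers6*, *Smpd3*, *Cers2* and *Cers5* kept their direction and their side of the adjusted p-value's threshold with a mean of at least 10 and with the authors' adjusted p-value, and their direction with centring. The side of the limit on the fold change changed for *Cers6* with centring, where its log2 fold change was 1.02 in place of 0.98. A minimum mean count and another adjusted p-value cannot move a fold change, so for these genes they bear only on the call. Centring was applied to the fold change with the p-value left as it was, so it bears only on the size and direction of the change. The chromosome shifts kept their direction and passed the comparison with random lists at a mean of at least 10 and of at least 1000. Low counts limit the results for *Smpd3* and *Cers3*, whose intervals include no change.

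No paired analysis was possible because the table holds no values per sample. For the same reason the fits that leave out each replicate (leave-one-out), the replicate block, the count filters and tests with edgeR and DESeq2, other splits of the samples, and the principal component analysis with another number of genes or another transformation were not run. The authors' adjusted p-value tests for any change, so it gives no value for the test against a fold change of 2.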

Differences from the paper's values

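The paper's number of differentially expressed genes with a fold change over 2 and a p-value under 0.05 is 1163, and the number here was 1840. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with a mean of at least 10 (1399), a log2 fold change over 2 (985) and Bonferroni adjustment (1052). It was not with the authors' adjusted p-value (1857), an unadjusted p-value (2152), a mean of at least 100 (625) or centring on the median (1825). With an unadjusted p-value under 0.05 and a log2 fold change over 2, which is a fold change over 4, the number was 1162, a setting chosen after seeing the values.

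The paper states that *Smpd3* was upregulated in the RNA sequencing data. Its log2 fold change was 0.68 with a 95% interval from -0.06 to 1.42, and it did not pass the threshold in any setting run (adjusted p from 0.124 to 0.168, and an unadjusted p of 0.0737 in the authors' deposited table). The paper names *Cers2* and *Cers5* as other upregulated ceramide synthases and describes *Cers6* as the most differentiated of the group. Among these named genes *Cers6* also had the largest estimate here, 0.98 against 0.37 and 0.30. The ranking differs only if the group is read as all 6 ceramide synthases ordered by the size of the estimate. *Cers3* had a larger estimate, 1.06 against 0.98, with an interval that includes no change, and *Cers6* ranked 1 with a mean of at least 10. The paper states a minimum of 5 counts per sample per gene. In the authors' deposited table 5385 genes (26.1%) have a mean normalized count under 5, the lowest 0.618, and 249 of them have an adjusted p-value under 0.05 there.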

Other observations

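The tests on the number of genes called, on the supplementary list and on low counts were chosen only after the result was seen.

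More genes were lower than higher in *Pkd1-/-* cells past a fold change of 2 (1319 against 521). Among the 123 such genes with a mean of at least 1000, 69.9% were lower, so low counts do not account for the excess. Without chromosomes 6, 16 and X, 70.8% of 1574 genes were lower. Among genes past the adjusted p-value with a mean of at least 100, 55 had a log2 fold change over 5 in size, 54 of them lower. No biological explanation was tested.

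The setting behind the paper's number of genes was examined. An unadjusted p-value under 0.05 with a limit of 2 on the log2 scale gave 1162 genes, within 1% of the paper's number, so a limit applied to log2 values is a candidate explanation. The supplied part of the supplementary list was compared with the genes that have an unadjusted p-value under 0.05. The values correlated across genes (Pearson 1.00), since they are the same values with the sign turned. The 2 sets differed by 3 genes, so the list is not exactly that set. Of its 1996 genes, 1 had a higher p-value, *Smpd3* (0.0737 in the authors' deposited table), and 2 genes past the limit down to the last value were not in it.

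The terms Proteasome and Ribosome are in Table 2. Of 43 protein-coding genes with symbols of proteasome subunits and activators, 32 had an unadjusted p-value under 0.05 in the authors' deposited table, 29 of them higher in *Pkd1-/-* cells. With a fold change over 2 there were 2 (4.65%, close to the limit of 5% set for this test). Of 81 ribosomal protein genes, 55 had an unadjusted p-value under 0.05 and 0 a fold change over 2. For comparison, 12.2% of 13862 protein-coding genes passed both limits. A pathway test on genes with a fold change over 2 is therefore unlikely to return these terms. The gene sets of the database were not used here.

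The qPCR of the paper is relative to *Gapdh*. Set against *Gapdh* in the same way, the log2 fold changes from the sequencing were 4.31 for *P2rx7* (standard error 0.30), 1.84 for *Cers6* (0.07) and 1.53 for *Smpd3* (0.38), which are fold changes of 19.9, 3.57 and 2.89. Without that reference they were 11.0 for *P2rx7* and 1.97 for *Cers6*, and the log2 fold change of *Smpd3* was 0.68. The interval of *Smpd3* without the reference includes no change. *Gapdh* itself had a fold change of 0.55, so part of each value set against it comes from the lower reference. Whether the same holds for the qPCR was not tested. The qPCR is another experiment, and the values were not tested against it. The log2 fold changes of 12 other common reference genes ran from -0.59 (*Gusb*) to 1.12 (*Hprt*, on chromosome X), with a median of 0.15.

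Of the 29 listed purinergic genes, 20 were in the table, and 10 passed the adjusted p-value and a fold change over 2. Those higher in *Pkd1-/-* cells were *P2rx7*, *Panx1*, *Enpp3*, *Adora2b* and *P2ry14*, and those lower were *P2ry1*, *P2rx6*, *Adora1*, *Enpp1* and *Alpl*. Of these, *P2rx7* and *Adora1* were shown to exceed a fold change of 2, while the others had adjusted p from 0.106 to 1 in the test against that limit. The mean normalized counts of *P2ry14* and *Alpl* in the authors' deposited table were 1.40 and 3.69. Of 30 listed genes of vesicle release in the table, 14 were higher and 5 lower past the adjusted p-value, and 0 passed a fold change over 2. Of 10 listed distal tubule genes in the table, *Kcnj10*, *Kcnj16*, *Klhl3*, *Scnn1a* and *Wnk4* passed the adjusted p-value with estimates lower by more than a fold change of 2. *Scnn1a*, and *Klhl3* with a mean normalized count of 5.70 in the authors' deposited table, were not shown to exceed that limit. Their adjusted p-values in the test against it were not under 0.05. *Scnn1a* lies on chromosome 6 and *P2rx6* on chromosome 16, whose genes were lower as a group.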
